A study of Mus musculus with 6 samples.

How the data were processed

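RNA sequencing of mouse salivary gland was compared between 2 groups, control mice and mice carrying K5-rtTA and TetO-RANKL transgenes, with 3 libraries in each group. In the bigenic animals a keratin 5 promoter drives a doxycycline-dependent activator, which switches on a RANKL transgene. Per the labels' protocols, both groups received doxycycline in food and water from 9 weeks of age for 2 weeks, and each library was made from salivary gland tissue pooled from 5 mice. Per the labels, the controls were monogenic; which of the transgenes they carried, the mouse strain, the sex of the animals and which of the salivary glands were pooled are not given in the sources used here. Total RNA was extracted with TRIzol, cleaned on a column, and 250 ng was made into poly(A)-selected, strand-specific libraries with a TruSeq Stranded mRNA kit, per the labels' protocols.

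The authors deposited a table of raw read counts per gene, with whole numbers that sum to a different total in each library. Reads were aligned with STAR and the genome build was mm10, per the submitters' processing notes; the version of the aligner, the counting tool, the annotation release and the strand setting of the counting are not given in the sources used here. Without a stated strand setting, reads of overlapping and antisense genes are uncertain. The table held 24054 gene rows with symbols and Entrez identifiers, and every column of counts was used. A total of 4 rows carried symbols altered to dates by a spreadsheet and were told apart by their Entrez identifiers. Positions were taken from RefSeq annotation of GRCm38.p6, the assembly that mm10 is built on, by Entrez identifier; 23495 of the 23571 identifiers matched.

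Groups were taken from the genotype label. Replicate numbers follow the order of deposition and pair no libraries across groups. Before averaging, each pair of libraries was compared by a chi-square statistic per gene over genes with at least 20 counts in the pair. Within groups it lay between 6.26 and 38.3 per gene, above the value of about 1 that sampling noise gives, so no library was a second copy of another.

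Genes were filtered with edgeR's filterByExpr at its minimum count of 10, which left 14044 genes; 18769 had a count in any library. Counts were scaled by trimmed mean of M values (TMM) and tested with edgeR's robust quasi-likelihood F-test, two-sided, on all 6 libraries with no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. CPM, the counts of a gene relative to the TMM-scaled size of its library, were computed from the same counts, and values are given as mean ± SD over the 3 libraries of a group. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

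A total of 28 gene lists, named in the report, were fixed before the data were examined. For each, the measured members that rose, fell or did not pass were counted. The 26 lists with at least 5 measured members were tested with limma's camera on voom log2 CPM, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera was run again with the correlation estimated per list, and fry was run as a self-contained test. The named genes also follow a rule fixed before the data were examined. They are Tnfsf11, Tnfrsf11a and Tnfrsf11b; the 6 genes with the highest and the 6 with the lowest log2 fold change among called genes with a mean of at least 5 CPM in the higher group, no overlap between groups and a symbol that is not a predicted model; the 2 called members with the smallest p of each pathway or tissue list; and the member with the highest mean CPM of each cell type list. Other members and families named were chosen after their values were seen. Some items that these rules take in are not reported here.

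Fold changes against a group with 0 counts in all 3 libraries are lower bounds against 3 counts over the group. With 1 to 3 counts a ratio is given with its 95% interval. These bounds and intervals cover counting error only.

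The test was checked on counts simulated from the means and library sizes of these libraries, with 200 genes changed. Of 13340 simulated genes tested, it called 67.2% of the 67 genes changed 1.5-fold, 89.6% of the 67 changed 2-fold and all 66 changed 4-fold, with 12 unchanged genes among 183 calls. The list test was checked in the same way, and called 0 of 50 unchanged lists. The check of lists does not cover lists whose genes vary together between libraries, since the counts were simulated from means and library sizes. With 200 genes changed, the check of the gene test does not cover a change as wide as the 9304 of 14044 genes called here. The rates above therefore do not speak for calls that depend on the scaling.

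Alternatives fixed before the data were examined were RLE size factors, upper-quartile scaling, library totals only, TMM without the 20 most abundant genes, no filter, a filter of at least 50 counts in 3 libraries, DESeq2, voom, voom with quality weights, a test against a fold change of 1.5, an adjusted p under 0.01, and leaving out each library in turn. The labels give no batch, date or pairing, so no such term was fitted.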

Results

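The data are messenger RNA counts from the salivary glands of adult mice in which RANKL, the TNF family cytokine best known for driving osteoclast formation, was switched on in keratin 5 expressing epithelial cells for 2 weeks. The question addressed is which transcripts change when RANKL is made in this tissue. There were 3 control and 3 K5-RANKL libraries, each a pool of 5 mice, so p-values describe the spread between pools. Total counts were between 13875951 and 17921815 in controls and between 14149734 and 16412579 in K5-RANKL libraries. A gene with 0 counts in a library could have had up to 0.295 CPM in the control library with the fewest counts and up to 0.161 CPM in the K5-RANKL library with the fewest, from 3 counts.

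Salivary secretory transcripts dominated the control libraries and took a smaller share of the K5-RANKL libraries. Spt1, a salivary protein gene, took 30.8% ± 3.74 of all counts in controls and 16.0% ± 2.33 in K5-RANKL libraries (SD, n = 3 each), and the 20 most abundant genes of a library took 65.4% ± 1.49 and 34.0% ± 3.89. Spt1 fell by 1.94 on the log2 scale (SE 0.20, edgeR adjusted p = 1.28e-07). Because of this difference the TMM factors were 0.708 ± 0.0293 in controls and 1.41 ± 0.0802 in K5-RANKL libraries (SD, n = 3 each). Scaled by library totals alone, the median log2 fold change of all genes tested lay at 1.01 in place of 0.01. The directions below are relative to the TMM scale, and groups that change direction by library totals are named.

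**Figure D1:**
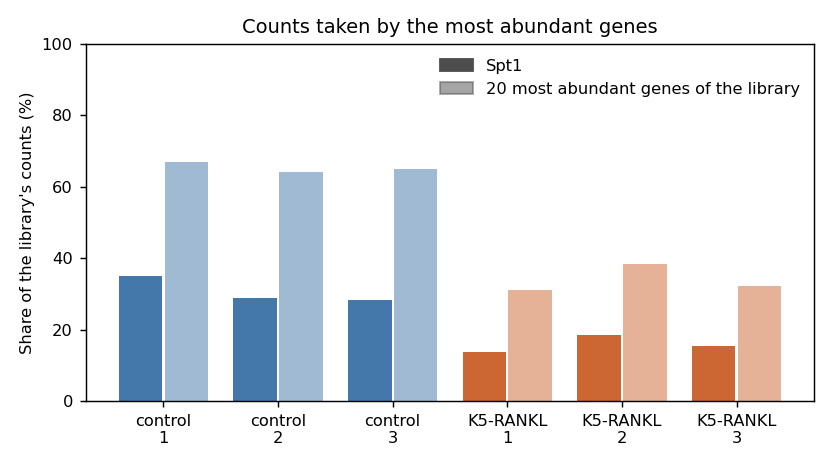
Share of each library's counts (percent, y axis) taken by Spt1 (solid bars) and by the 20 most abundant genes of that library (pale bars), for 3 control and 3 K5-RANKL libraries. Spt1 took 28.5 to 35.12% of control counts and 13.89 to 18.49% of K5-RANKL counts.

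Tnfsf11, which encodes RANKL, was present at 2.19 ± 1.45 CPM in controls and 610 ± 178 CPM in K5-RANKL glands (SD, n = 3 each). It rose by 8.15 on the log2 scale (SE 0.53, 284-fold, edgeR adjusted p = 0.000155), and by 8.80 without control 1. The K5-RANKL libraries held 702, 405 and 723 CPM, and no control exceeded 3.78 CPM. The gene (Entrez 21943) lies on chromosome 14 from 78277446 to 78308043 in GRCm38; the counts do not tell transgene from endogenous transcripts. Tnfrsf11a, encoding the receptor RANK (Entrez 21934, chromosome 1 from 105780673 to 105849444), rose by 2.55 (SE 0.11) from 8.69 ± 0.681 to 50.5 ± 4.72 CPM (edgeR adjusted p = 1.47e-12). Tnfrsf11b, encoding the decoy receptor osteoprotegerin (Entrez 18383, chromosome 15 from 54250619 to 54278484), rose by 5.78 (SE 0.16) from 2.56 ± 0.77 to 143 ± 17.9 CPM (edgeR adjusted p = 7.08e-13).

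The change reached most of the transcriptome. Of 14044 genes tested, 4799 were higher and 4505 lower in K5-RANKL glands (edgeR, adjusted p under 0.05), which is 66.2% of the genes, with 51.6% of the calls higher. At least 2-fold changes were seen in 2372 higher and 1265 lower genes, and at least 8-fold changes in 391 and 82. The groups did not overlap for 9884 genes, 70.4% of those tested, where chance gives 10%. The first principal component of log2 CPM held 90.2% of the variance and separated the groups. By library totals alone 11733 genes were higher and 698 lower, 94.4% of the calls higher.

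The highest fitted fold changes among called genes were in an assortment of epithelial, chemokine and histocompatibility genes. Genes with 0 counts in all controls have only lower bounds, so their place in this ranking is uncertain. Hal, encoding histidine ammonia-lyase (chromosome 10 from 93488768 to 93516761), had 0 counts in all controls and 20.1 ± 0.952 CPM in K5-RANKL glands (SD, n = 3), at least 226-fold higher (edgeR adjusted p = 1.06e-12). Ccl20, the chemokine ligand of CCR6, rose by 9.60 (SE 0.23) from 0.519 ± 0.513 to 396 ± 28.1 CPM, and by 10.78 without control 1, and the epidermal lipoxygenase gene Alox12e by 9.46 (SE 0.18) from 0.33 ± 0.117 to 235 ± 27.3 CPM. Spink5, encoding a protease inhibitor of squamous epithelia, was also at 0 in controls and at least 177-fold higher, at 21.1, 7.60 and 16.8 CPM (edgeR adjusted p = 0.0361). Its call was lost without control 1, control 3, K5-RANKL 1 or K5-RANKL 3, at adjusted p = 0.0567, 0.0565, 0.0744 and 0.147, and without the low-count filter, at 0.0506; over its alternatives the adjusted p ran from 2.11e-13 to 0.147. A pair of histocompatibility genes on chromosome 17 had 0 counts in all controls, in a region where 4 of 119 tested genes were under 0.15 CPM in every library of 1 group and at 2 CPM or more in every library of the other. H2-Ea-ps (34341952 to 34344645) was at least 125-fold higher, at 11.0 ± 0.915 CPM, and H2-Q1 (35320525 to 35328142) at least 77.2-fold higher, at 6.87 ± 0.629 CPM (SD, n = 3).

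The lowest fold changes included salivary secretory genes and the progesterone receptor. The noncoding RNA BC018473 fell by 11.14 (SE 0.70), from 158 ± 52.8 to 0.069 ± 0.0826 CPM, and stood at −12.38 without K5-RANKL 2 and −10.52 without K5-RANKL 1. The K5-RANKL libraries held 4 counts of BC018473 (0, 0.16 and 0.047 CPM), so the size is uncertain, most of all without K5-RANKL 2. Trim12a, of the tripartite motif family (chromosome 7 from 104299893 to 104315558), went from 7.97 ± 1.04 CPM to 0 counts in all K5-RANKL libraries, at least 170-fold lower (edgeR adjusted p = 6.14e-11). The labels give no mouse strain, and a difference in genetic background between the groups was not tested as a source of this absence. The pseudogene Tmem181b-ps, at 16.0, 3.73 and 1.41 CPM in controls, had 2 counts in K5-RANKL libraries, a ratio of 219 (95% counting interval 59.8 to 1810). Its fitted log2 fold change, −7.49, was −6.02 without control 1. Without K5-RANKL 2 the K5-RANKL group had 0 counts, so the fitted −9.79 gives a direction and no size. Its call (edgeR adjusted p = 0.0277) was lost without K5-RANKL 1, 2 or 3, at adjusted p = 0.101, 0.17 and 0.0941, and over its alternatives the adjusted p ran from 2.32e-05 to 0.17. Dnase1, a secreted nuclease, fell by 7.01 (SE 1.13) from 4234 ± 1190 to 32.7 ± 25.9 CPM, with 55.9, 37.4 and 4.75 CPM in the K5-RANKL libraries and a value of −7.66 without K5-RANKL 1, and Prpmp5, a proline-rich salivary protein gene, by 6.90 (SE 0.69) from 122 ± 46.3 to 1.03 ± 0.839 CPM. With quality weights in voom Dnase1 and Prpmp5 stood at −8.31 and −8.37, and over its alternatives Prpmp5 ran from −8.37 to −5.92. Pgr, the progesterone receptor gene, fell by 6.73 (SE 0.53) from 71.7 ± 29.2 to 0.653 ± 0.199 CPM (edgeR adjusted p = 0.000302).

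**Figure D2:**
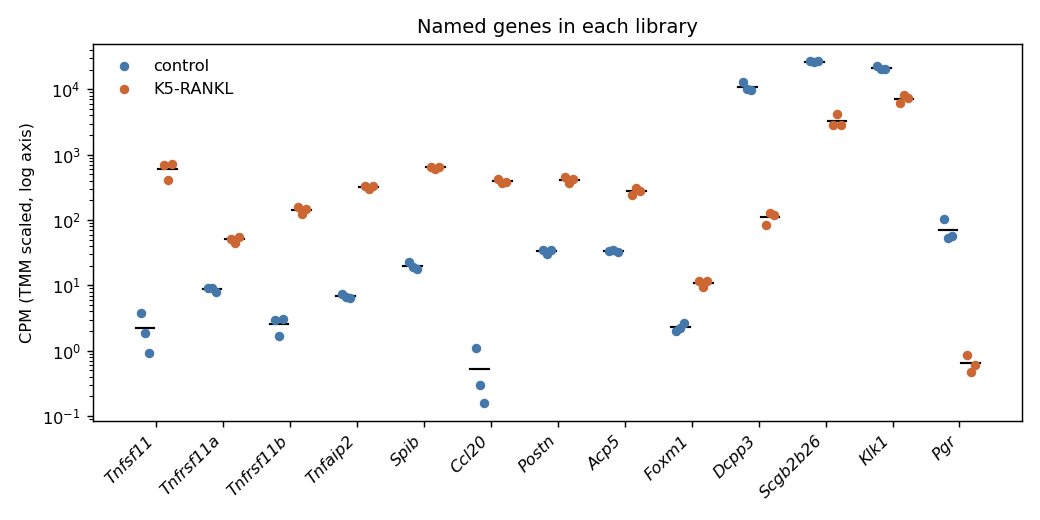
CPM on TMM-scaled library sizes (log axis) of 13 named genes in each of 3 control and 3 K5-RANKL libraries; points are libraries and bars are group means. Tnfsf11 sits at 405 to 723 CPM in K5-RANKL libraries and at no more than 3.78 CPM in controls, and no gene shown has overlapping groups.

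All 24 measured genes of the list of RANK pathway members and NF-kB targets rose, with a median log2 fold change of 2.44. The noncanonical NF-kB genes Nfkb2 and Relb rose by 2.33 and 2.82, and the canonical subunit genes Nfkb1 and Rela by 0.83 and 0.67. Tnfaip2 rose by 5.57 (SE 0.10) from 6.82 ± 0.565 to 323 ± 18.8 CPM, and Tnfaip3, encoding the NF-kB inhibitor A20, by 3.35 (SE 0.09). The list was higher than other genes (camera adjusted p = 6.32e-12; adjusted p = 0.157 with an estimated correlation). Of 19 measured genes listed for microfold cells, the antigen-sampling epithelial cells whose formation depends on RANKL, 17 rose, 0 fell and 2 did not pass, with a median of 3.25. Spib, a transcription factor required by microfold cells, rose by 5.02 (SE 0.10) from 19.7 ± 2.49 to 640 ± 29.9 CPM, Ccl9 by 5.23, Sox8 by 6.15 and Gp2 by 3.16 (camera adjusted p = 2.35e-10; adjusted p = 0.157 with an estimated correlation). Ctsh and Icam2 stood at 0.12 and 0.07. Tnfaip2 and Tnfrsf11b are in both lists.

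Of 29 proliferation genes, 28 rose and 1, the cyclin gene Ccnd1, fell (−0.35), with a median of 2.20. The mitotic genes Mki67, Cdk1 and Bub1 rose by 2.55, 3.15 and 3.18. Foxm1, a transcription factor of mitotic genes, rose by 2.22 (SE 0.17) from 2.32 ± 0.32 to 10.8 ± 1.29 CPM, and the replication helicase gene Mcm5 by 1.80 (SE 0.11). The list was higher than other genes by camera (adjusted p = 2.49e-08; adjusted p = 0.424 with an estimated correlation). Relative to the average of the other K5-RANKL libraries, K5-RANKL 2 stood at a median of −0.48 log2 over these genes, all 29 below. By the same measure K5-RANKL 1 stood at 0.36, all 29 above, although some genes, such as Ccnd1, were higher in K5-RANKL 3. The call of Ccnd1 was lost without control 1, control 3 or K5-RANKL 1, and by library totals all 29 rose.

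All 18 measured acinar secretory products fell, with a median of −3.10. Dcpp3 fell by 6.64 (SE 0.21) from 10950 ± 1750 to 110 ± 24.4 CPM, and the secretoglobin gene Scgb2b26 by 3.01 (SE 0.16) from 26670 ± 672 to 3308 ± 770 CPM. The salivary amylase gene Amy1 fell by 5.04 (SE 0.96), and the mucin gene Muc19 by 3.19. The list was lower than other genes (camera adjusted p = 1.18e-09; adjusted p = 0.157 with an estimated correlation). Of 18 genes of acinar identity and fluid secretion, 16 fell and 2 did not pass, with a median of −1.26. The acinar transcription factor gene Bhlha15 fell by 2.44, the water channel gene Aqp5 by 2.11, Rab27b, a GTPase of secretory vesicles, by 2.38 (SE 0.10) and Creb3l1 by 1.89 (SE 0.10). Chrm1 and Pigr stood at −0.11 and −0.02 (camera adjusted p = 4.49e-08; adjusted p = 0.228 with an estimated correlation). By library totals 16 of the 18 secretory products fell and none rose, and of the identity genes 10 fell and 6 rose.

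Of 17 products of the granular ducts, 10 fell, 0 rose and 7 did not pass, with a median of −0.65. The growth factor gene Egf fell by 1.91, the kallikrein gene Klk1 by 1.56 (SE 0.14) from 21390 ± 1160 to 7237 ± 1070 CPM, and Klk1b11 by 1.23 (SE 0.10). By library totals the calls of Egf and Klk1b11 were lost. Camera gave adjusted p = 0.00171, and adjusted p = 0.492 with an estimated correlation. With DESeq2 or voom, and without control 1 or control 3, 1 member rose. By library totals the median of this list was 0.34, with 8 rising and 3 falling. Relative to the average of the other controls, control 1 stood at a median of −0.53 log2 over these genes, 16 of 17 below. By the same measure control 3 stood at 0.43, 16 of 17 above. Of 21 duct epithelial genes, 14 fell, 6 rose and 1 did not pass, with a median of −1.02. Ascl3, Foxi1 and the sodium channel subunit gene Scnn1g fell by 2.37, 1.48 and 1.66, the chloride channel gene Cftr rose by 1.00 (SE 0.13), and the bicarbonate transporter gene Slc4a4 stood at 0.24 (SE 0.26). Ltf, encoding lactoferrin, and Krt19 rose by 4.12 (SE 0.15) and 2.61 (SE 0.11). The list was lower than other genes by camera (adjusted p = 0.0165; adjusted p = 0.257 with an estimated correlation), and by library totals 9 rose and 8 fell.

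Of 19 basal and myoepithelial genes, 13 rose, 5 fell and 1 did not pass, with a median of 0.92. The basal keratin genes Krt5, Krt14 and Krt17 rose by 3.03, 2.60 and 4.56, and Igfbp2 by 1.55 (SE 0.11). Those that fell were Cnn1 and Oxtr (−1.21 each), Acta2 (−0.39), Itga6 (−0.29) and Mylk (−0.27), of which Cnn1, Acta2 and Mylk encode contractile proteins. No list of contractile genes was tested, and among the 19 genes Tagln rose by 0.63 and Myh11 did not pass (−0.15). By library totals none of the 5 fell. The call of Oxtr was also lost without control 1, control 2, K5-RANKL 2 or K5-RANKL 3. In K5-RANKL 2 the list stood at a median of −0.34 log2 relative to the average of the other K5-RANKL libraries, 16 of 19 below. In CPM, the K5-RANKL libraries held Krt5 at 398, 161 and 368, Krt14 at 270, 134 and 242 and Krt17 at 257, 112 and 228. Camera gave adjusted p = 0.0165 for the list, and adjusted p = 0.492 with an estimated correlation. Of the 22 keratinisation genes in the counts 10 were measured, and the others had too few counts to test. Of the 10, 9 rose and Krt10 fell (−0.70), with a median of 1.99, the same with genes at 0 in controls put at their bounds. Sprr1a, encoding a precursor of the cornified envelope, had 2 counts in controls, a ratio of 55.8 (95% counting interval 15.3 to 464). Sbsn rose by 1.65 (SE 0.20). Camera gave adjusted p = 0.00328, and adjusted p = 0.157 with an estimated correlation. With at least 50 counts required in 3 libraries, 4 members rose, and members with fewer counts, Krt10 among them, were not tested. The call of Krt10 was lost with DESeq2, by library totals, and without control 1, control 2, K5-RANKL 1 or K5-RANKL 3.

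Growth factors of the EGF family and other growth factor genes went both ways, with 7 of 16 rising, 5 falling and 4 not passing, and a median of 0.30. Egfr rose by 1.08 (SE 0.09), Igf1 by 1.39 (SE 0.12), Hgf by 2.19 and Nrg1 by 2.26, and Erbb4 and Fgf10 fell by 2.67 and 1.19, the call of Fgf10 being lost by library totals. The list was not called (camera adjusted p = 0.55), and by library totals 13 rose and 1 fell.

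Of 23 extracellular matrix and fibroblast genes, 22 rose and 1 did not pass, with a median of 2.54. Postn, encoding periostin, rose by 3.62 (SE 0.10) from 33.6 ± 2.62 to 414 ± 41.6 CPM, Fn1, encoding fibronectin, by 3.44 (SE 0.10), Timp1 by 5.09 and Col1a1 by 2.86 (camera adjusted p = 6.32e-12; adjusted p = 0.157 with an estimated correlation). Dcn, encoding decorin, stood at −0.12. Of 23 interferon response genes, 21 rose, 0 fell and 2 did not pass, with a median of 1.58. Psmb8, an immunoproteasome subunit gene, rose by 2.13 (SE 0.09), Irf7 by 2.06 (SE 0.09) and Cxcl10 by 3.11 (camera adjusted p = 2.49e-08; adjusted p = 0.326 with an estimated correlation). Control 1 stood at a median of −0.33 log2 relative to the average of the other controls over the interferon genes, 21 of 23 below.

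Of 22 genes of the unfolded protein response and endoplasmic reticulum, 13 fell, 4 rose and 5 did not pass, with a median of −0.26. Asns, encoding asparagine synthetase, fell by 1.70 (SE 0.09) and the chaperone gene Dnajc3 by 1.34 (SE 0.08), and the stress factor gene Atf3 rose by 1.82. Camera gave adjusted p = 0.0165, and adjusted p = 0.326 with an estimated correlation. All 23 oxidative phosphorylation genes fell, between −0.93 and −0.22, with a median of −0.50. Sdhb, a succinate dehydrogenase subunit gene, fell by 0.93 (SE 0.08), and Atp5o, an ATP synthase subunit gene, by 0.64 (SE 0.08). Camera gave adjusted p = 4.95e-06, and adjusted p = 0.443 with an estimated correlation. Over these genes control 1 stood at a median of 0.20 log2 relative to the average of the other controls, all 23 above. By the same measure control 2 stood at −0.15, all 23 below. Both lists turned with the scaling. By library totals 18 of the 22 and 21 of the 23 rose, with medians of 0.75 and 0.51.

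**Figure D3:**
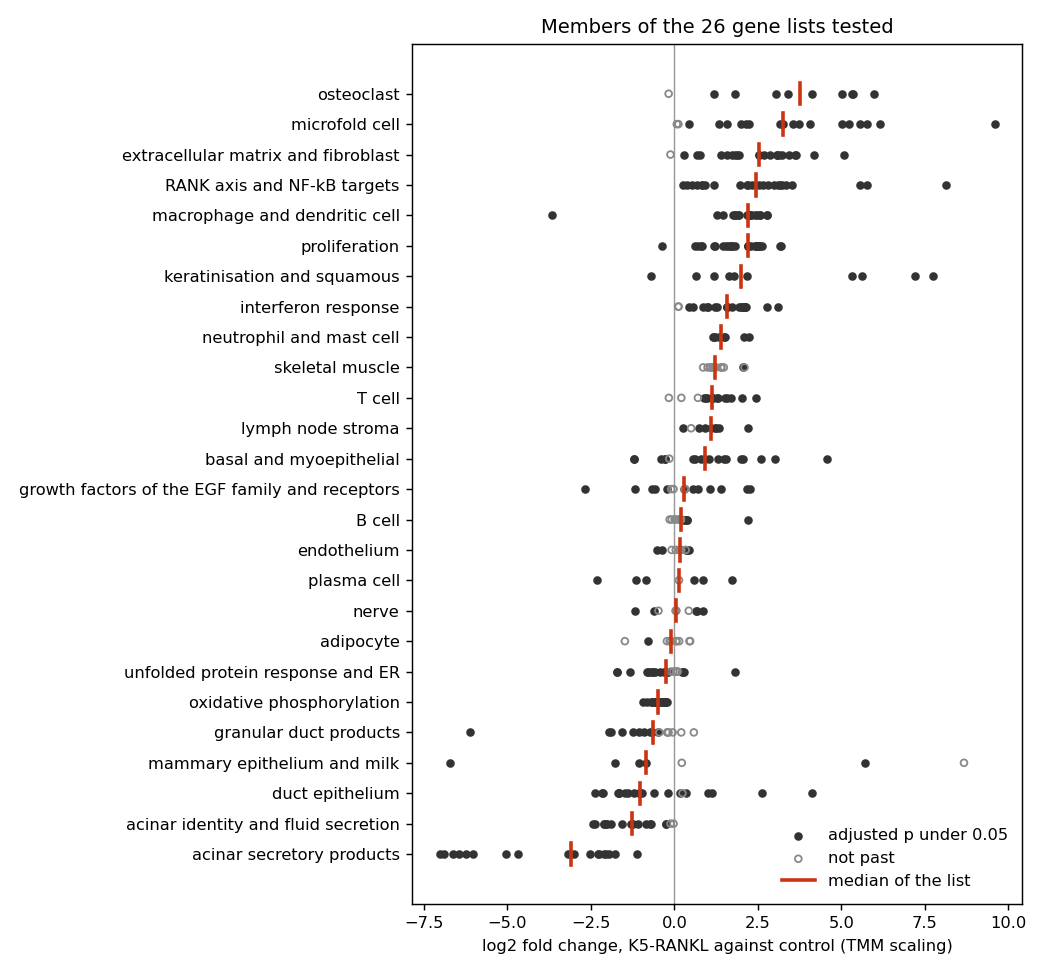
log2 fold changes of K5-RANKL against control (x axis, TMM scaling) for each measured member of the 26 lists tested, with filled points for adjusted p under 0.05, open points for the rest and red lines for list medians. The medians run from −3.10 for acinar secretory products to 3.76 for osteoclast genes; by library totals the median of all genes lies at 1.01, and the medians for granular ducts, mammary epithelium, adipocytes, the unfolded protein response and oxidative phosphorylation lie above 0.

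Marker genes of several immune cell types rose. Of 20 macrophage and dendritic cell genes, 19 rose and H2-Eb1 fell (−3.66), with a median of 2.22. Cd74, the invariant chain of class II molecules, rose by 1.76 (SE 0.10) from 443 ± 47 to 1503 ± 89.9 CPM (camera adjusted p = 3.08e-10; adjusted p = 0.157 with an estimated correlation). Of 16 T cell genes, 13 rose and 3 did not pass, or 14 rising when adjusted over the list alone, with a median of 1.14. Lck, a T cell receptor kinase gene, rose by 0.94 (SE 0.09) and Foxp3, the regulatory T cell factor gene, by 2.46, and Cd8a stood at 0.21 (camera adjusted p = 3.36e-05; adjusted p = 0.157 with an estimated correlation). All 8 neutrophil and mast cell genes rose, with a median of 1.41 and Mcpt4, a mast cell protease gene, at 1.18 (SE 0.20), the camera adjusted p being 0.0118 (adjusted p = 0.329 with an estimated correlation). Over these genes control 3 stood at a median of 0.74 log2 relative to the average of the other controls, all 8 above. Control 1 stood at −0.57 by the same measure, 7 of 8 below. Of 9 lymph node stroma genes, 8 rose, with a median of 1.09 and Glycam1, a ligand of L-selectin, at 1.33 (SE 0.11), the camera adjusted p being 0.00575 (adjusted p = 0.157 with an estimated correlation). B cell genes moved little apart from Cr2, a complement receptor of B cells and follicular dendritic cells, which rose by 2.19 (SE 0.10). Of 14, 5 rose (4 adjusted over the list alone) and 9 did not pass, with a median of 0.19 (camera adjusted p = 0.132), and by library totals all 14 rose. Of 13 plasma cell genes listed, 8 were in the counts and 7 were measured, so the values speak for those members only. Of the 7, 3 rose, 3 fell and 1 did not pass, and by library totals 4 rose and 1 fell, with a median of 1.13. The median was 0.14, the mean −0.14 and camera's direction down (adjusted p = 0.723). Xbp1, which acinar cells also express, fell by 0.86 (SE 0.08) and stood at 0.13 by library totals.

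Of 10 osteoclast genes, 9 rose and 1 did not pass, with a median of 3.76. Acp5, encoding tartrate-resistant acid phosphatase, rose by 3.05 (SE 0.10) from 33.7 ± 0.841 to 279 ± 35.7 CPM, the protease genes Ctsk and Mmp9 by 5.35 and 5.99, and the fusion gene Dcstamp by 5.02. Ocstamp, a further fusion gene, had 4 counts in controls, all in control 3, and stood at 4.82, 5.40 and 4.94 CPM in K5-RANKL libraries. Atp6v0d2 stood at −0.17, and its fall passed the test without K5-RANKL 2. Calcr, the calcitonin receptor gene, had 0 counts in controls and 5, 4 and 8 counts in K5-RANKL libraries, too few to test. Camera gave adjusted p = 4.17e-05, and adjusted p = 0.257 with an estimated correlation.

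Markers of other tissues that a dissected gland could hold were mostly not called. Of 12 endothelial genes 3 rose, 2 fell and 7 did not pass, with Pecam1 at 0.37 (SE 0.08) and a camera adjusted p of 0.55; by library totals all 12 rose, and without control 3 a single gene fell. Of 12 adipocyte genes 1 fell and 11 did not pass, with Fabp4 at 0.07 (SE 0.27), which was 1.07 by library totals, and a camera adjusted p of 0.665; without control 2, 4 fell, with DESeq2 or voom and without K5-RANKL 1, 2 fell, and by library totals 10 rose and 0 fell. With voom and without control 1, 1 adipocyte gene rose, and with quality weights in voom 2 rose. Relative to the average of the other controls, control 1 stood at a median of 0.48 log2 over the adipocyte genes. Control 2 stood at −0.47 by the same measure, all 12 below. Of 10 nerve genes 3 rose, 2 fell and 5 did not pass, with a camera adjusted p of 0.911; Sox10, which acinar cells also express, fell by 1.18 (SE 0.08), a call lost by library totals at −0.18. Without control 2, K5-RANKL 1 or K5-RANKL 3 a single nerve gene fell, and by library totals 7 rose and 0 fell. Of 12 skeletal muscle genes 1 rose and 11 did not pass, and none rose when adjusted over the list alone, with a median of 1.22 (camera adjusted p = 0.0221; adjusted p = 0.593 with an estimated correlation). The muscle gene Myh4 stood at 22.3, 2.16 and 32.3 CPM in controls and 53.2, 58.5 and 43.7 CPM in K5-RANKL libraries. Over the 12 muscle genes control 2 stood at a median of −2.94 log2 relative to the average of the other controls. Relative to the average of the other K5-RANKL libraries, K5-RANKL 2 stood at 0.53, all 12 above, and K5-RANKL 3 at −0.59, all 12 below. Without control 2, 7 muscle genes rose, Myh4 among them, and 11 rose with voom and by library totals. With DESeq2 or without control 3, 2 muscle genes rose, and none did without control 1, without K5-RANKL 1 or without the low-count filter. Of 7 genes listed for mammary epithelium, which RANKL acts on in the breast, Csn2 rose (5.70, and 6.30 without control 3), 4 fell and 2 did not pass. Wnt4 fell by 1.76 (SE 0.08). The median was −0.84 and 0.16 by library totals, the mean 0.60 (0.11 with Csn1s1 at its bound), and camera's direction down (adjusted p = 0.267); without K5-RANKL 1, and with DESeq2 or voom, 2 rose, and by library totals 2 rose and 2 fell. A single erythroid gene, Alas2, was measured, at −0.68 (SE 0.37), and a single sex-linked gene, Xist, at 0.17 (SE 0.13). Neither was called, but Alas2 passed as lower without K5-RANKL 1 (−1.11) and with voom, and Xist as higher without control 2 (0.31) and by library totals (1.17). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in all libraries.

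In all, 19 of the 26 lists passed camera with the preset correlation, 13 higher and 6 lower. With the correlation estimated per list none did, with 8 at an unadjusted p under 0.05, and fry called 23. By library totals 13 passed camera: the basal, keratinisation, unfolded protein response, oxidative phosphorylation, neutrophil and mast cell, lymph node stroma and skeletal muscle lists no longer did, and the mammary list did, as lower than other genes. Counts adjusted over the list alone were the same as over all genes for every list except T cell, B cell and skeletal muscle. Reads of the Klk1b, Dcpp, secretoglobin and H2 families can be shared among near-identical copies, so values of single members are uncertain. Near-identical genes with 0 counts in every library (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Ccl21a) are uncertain for the same reason.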

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

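All alternatives fixed before the data were examined were run. The counts of higher and lower genes stayed within 1.5 times of 4799 and 4505 except by library totals (11733 and 698) and tested against a fold change of 1.5 (2695 and 1784), which asks for a larger change. By library totals 2431 of the 9304 calls passed in the other direction and 1376 were lost; under every other scaling, filter or tool none passed in the other direction. Leaving out each library in turn gave 4444 to 4764 higher and 4144 to 4466 lower genes and kept 90.9 to 95.6% of the calls. Tnfsf11 stayed past the threshold under each scaling, filter, tool and left-out library, between 7.74 and 9.16, and between 7.74 and 8.80 with a library left out. The count of lists was 19 without any 1 library, 13 by library totals and 0 with an estimated correlation. A correlation above the preset 0.01 does not account for every loss. The keratinisation and lymph node stroma lists had estimates of 0.00747 and −0.0914 and still did not pass (camera adjusted p = 0.157 each). For the other lists that passed with the preset the estimate lay above it, and the cause was not tested. By library totals Sdhb, Atp5o, Xbp1 and Alas2 turned to 0.0701, 0.362, 0.134 and 0.332, by the shift of all genes that this scaling makes. Fabp4, not called, ran from −0.0918 to 0.342 with a library left out (−0.0918, −0.0248 and −0.0443 without control 2, control 3 and K5-RANKL 2); the cause was not tested. Of the 56 named genes 47 kept direction and side by library totals and all 56 with DESeq2. With 13875951 to 17921815 counts a library, depth limits genes at a few counts, such as Sprr1a and Tmem181b-ps.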

Other observations

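All tests of explanations in this part were chosen after the results were seen, except the counts of other splits of the libraries. Gene families chosen by symbol after their values were seen, some members of which are also in the fixed lists, moved as follows. Of 16 matrix metalloproteinase genes 15 rose (median 2.43), with Mmp12 at 6.13 (SE 0.16), and all 12 complement genes rose (median 2.04), with C3 at 1.71 (SE 0.09). Of 26 chemokine genes 22 rose and Ccl28, a chemokine of mucosal epithelia, fell by 1.98 (SE 0.22); the dendritic cell chemokine genes Ccl17 and Ccl22 rose by 3.79 (SE 0.26) and 2.82 (SE 0.10). Of 12 interleukin genes 10 rose, with Il1b at 3.25 (SE 0.28), and Il15 fell by 0.68 (SE 0.11), but by library totals all 12 rose, Il15 at 0.31. Il23a, which had 3 counts in controls, had a ratio of 38.8 (95% counting interval 13.1 to 189). The desmosomal cadherin gene Dsg1a, of stratified epithelia, rose by 8.71 (SE 0.30), or 10.32 without control 1 and 8.05 without control 3. Its controls held 5 counts (0.37, 0.098 and 0 CPM), so the size without control 1 is uncertain. Dsg1b, with 1 count in controls, had a ratio of 335 (95% counting interval 59.9 to 13200). Of 11 Wnt genes 7 rose, with Wnt7b at 5.98 (SE 0.63), and Wnt4 fell. Of 8 lipid synthesis genes 6 fell (median −0.91, Scd1 at −1.76 with SE 0.20), a direction that rests on the scaling, since by library totals 2 fell and 1 rose. Of 36 collagen genes 24 rose and 5 (Col4a3, Col6a4, Col7a1, Col13a1 and Col20a1) fell, with a median of 1.27. Of 15 keratin genes 11 rose and 4 (Krt7, Krt10, Krt23 and Krt80) fell, of 26 serpin genes 20 rose and Serpinb11 fell, and of 13 cathepsin genes 10 rose and Ctsf fell. Of 16 claudin genes, of tight junctions, 6 rose, 4 (Cldn8, Cldn10, Cldn12 and Cldn22) fell and 6 did not pass. By library totals the number that fell was 1 for collagens, 1 for keratins, 0 for serpins, 1 for cathepsins and 2 for claudins, of which 12 rose. By that scaling Col20a1, Krt7 and Serpinb11 passed in the other direction, at 0.55, 0.81 and 0.40. The call of Col20a1 was lost without control 2, and that of Krt7 without control 1 or K5-RANKL 2.

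Genes typical of the parotid gland (Amy1, Bpifa2, Dnase1, Prb1, Prpmp5 and Chia1, a list written after their values were seen) had a median log2 fold change of −6.14 and a mean of −5.86, against −2.29 and −3.08 for the 13 other acinar secretory genes, among which Dcpp3, Smr3a and Cst10 stood at −6.64, −6.44 and −4.68. A single loss shared by all acinar products is argued against by the fixed list of 18, whose log2 fold changes had an SD of 2.11 over genes with a median SE of 0.30. Bpifa2, the most abundant of the 6, stood at 1704, 1389 and 316 CPM in K5-RANKL libraries (57160, 95150 and 106000 CPM in controls), and Smr3a, at 464, 357 and 44.2 CPM, and Cst10, at 137, 84.7 and 10.6 CPM, were likewise lowest in K5-RANKL 3. Different amounts of parotid tissue in the pools remain a candidate explanation that stays open: the mean pairwise correlation of the 6 genes' deviations from their group means was 0.94 over the 6 libraries (0.43 for the 13 others), with within-group SDs of 1.13 and 0.47, but the 6 genes were picked after these values were seen. Loss of secretory expression within the parotid gland and a smaller share of that gland in the K5-RANKL pools cannot be told apart from the median of −6.14, because the labels do not say which glands were pooled.

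Some genes of the H2 region were at or near 0 in controls and present in every K5-RANKL library. With absent set at under 0.15 CPM in all libraries of a group and present at 2 CPM or more in all libraries of the other, 4 of 119 tested genes between H2-K1 and H2-M2 (chromosome 17 from 33996012 to 37483554) met both limits, 3.36%, against 29 of 13683 elsewhere, 0.212% (Fisher's exact test, two-sided, p = 0.000177, and p = 0.00355 with first bounds over every H2 gene, some placed on alternate contigs). This test does not decide on an explanation, because the region and the limits were chosen after the values of the genes it counts were seen. In the same region H2-Eb1 fell by 3.66 (SE 0.09) while H2-Aa and H2-Ab1 rose by 2.24 and 2.29. The groups may carry different H2 haplotypes, with reads of one aligning less well to the C57BL/6J reference. Strong induction of H2-Ea-ps, H2-Q1, Gm8801 and Gm8909, which was not tested, stays open as well. The 29 genes elsewhere that met both limits include Hal, Spink5 and Trim12a. For them a difference in genetic background between the groups was not tested either.

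Osteoclast genes rose by more than macrophage genes. The mean log2 fold change of the 10 osteoclast genes was 3.51, against 2.16 for 19 macrophage and dendritic cell genes without H2-Eb1, a difference of 1.35 (permutation test over genes, two-sided, p = 0.00771, adjusted p = 0.0154; genes are not independent replicates), which argues against more macrophages with an unchanged profile as the whole source. More fibroblasts with an unchanged profile, which can express Ctsk, are argued against as the whole source by the uneven rise of the 23 matrix and fibroblast genes. Their log2 fold changes had an SD of 1.28 with a median SE of 0.10, and Dcn, Lum, Pdgfra and Thy1 stood at −0.12, 0.28, 0.69 and 0.77. This holds only if fibroblasts are the main source of these genes, which was not tested. The 19 macrophage and dendritic cell genes also spread beyond their median SE (SD 0.41 against 0.10). The osteoclast mean lay above that of the 23 genes by 1.12, a difference that did not pass (permutation p = 0.0641, adjusted p = 0.0641). Differentiation of myeloid cells toward osteoclasts under RANKL, and fibroblasts with a changed profile, remain candidate explanations and were not tested; Nfatc1 is also in the list of RANK and NF-kB targets.

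With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split was the 1 split of 10 with as many higher genes (4799, highest other 0) and with as many lower genes (4505, highest other 0). In the other splits edgeR called 0 genes at an adjusted p under 0.05, and at most 25 higher and 35 lower at an unadjusted p under 0.05. For lists past camera it was also 1 split of 10, with 19 lists, but the highest of the other splits gave 17. Every other split still parts the groups 2 against 1, so part of the group difference remains in each of them.

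Some single libraries stood apart in values that belong to no comparison. Against the average of K5-RANKL 1 and 3, the 29 proliferation genes in K5-RANKL 2 stood at a median of −0.48 log2, all 29 below. The 19 microfold cell genes of K5-RANKL 2 stood at −0.05. The same library had the least Tnfsf11 (405 CPM). The counts that follow set K5-RANKL 2 against the average of the other K5-RANKL libraries. Below that average lay 16 of 19 basal and myoepithelial, 21 of 24 RANK and NF-kB and 21 of 23 interferon response genes. Their medians were −0.34, −0.18 and −0.25. All 18 acinar secretory and all 10 osteoclast genes lay above it, at medians of 0.47 and 0.20. Some acinar genes, Bpifa2, Smr3a and Cst10 among them, were nevertheless lower in K5-RANKL 2 than in K5-RANKL 1. Over the osteoclast genes K5-RANKL 1 stood farther out, at a median of −0.32, 9 of 10 below the average of the other K5-RANKL libraries. Mucl1 stood at 608, 68.8 and 12.8 CPM in controls and 25320, 35760 and 25810 CPM in K5-RANKL libraries (edgeR adjusted p = 0.0276). Its log2 fold change was 6.98, and 9.48 without control 1. Without control 2, K5-RANKL 1, K5-RANKL 2 or K5-RANKL 3 the call was lost, with the value at 6.54, 7.06, 6.79 and 7.05.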
